A study of Mus musculus with 36 samples. Its data were reported in "Comparative chromatin accessibility upon BDNF stimulation delineates neuronal regulatory elements" (2022).

How the data were processed

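Primary cortical neurons were taken from mouse embryos of the CD-1 strain at embryonic day 15 and cultured for 7 days. Activity was first silenced for 2 h with 100 µM AP-5, a blocker of NMDA receptors, and 1 µM TTX, a blocker of sodium channels. Neurons then received BDNF (brain-derived neurotrophic factor, a secreted protein that acts on neurons through the TrkB receptor; 10 ng/ml) or KCl (55 mM, which depolarises the membrane) for 1, 6 or 10 h, while control neurons stayed in AP-5 and TTX for the same time. RNA-seq, which counts transcripts per gene, and ATAC-seq, which counts transposase insertions in open chromatin, were each measured in 18 samples, 2 for each of 9 groups. Groups were taken from the sample labels. RNA columns carry the letters A and B and ATAC columns carry only the group, so A and B for ATAC name columns in the order of the table and pair nothing.

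For RNA, the authors mapped reads to mm10 with TopHat2 and the GENCODE M16 transcripts and counted them per gene with a program not given in the sources used here. The deposited RNA values are a signal that is never negative, namely gene read counts divided by 1 DESeq2 size factor per sample by the authors. Every value divided by the smallest step of its column came out whole within 0.01 (100% of values in each of the 18 columns), so the whole reads behind the deposited values were recovered and gave the depth of each library. The table lists 26709 genes by identifier. Names came from the GENCODE M21 annotation of the same build for 26162 of them, and from the authors' deposited table of genes for a few more, 26203 in all. For ATAC, the authors aligned reads to mm10 with bowtie2, called peaks per sample with MACS2, kept peaks seen in at least 2 samples and counted reads over them with DiffBind. The deposited ATAC values for 58177 peaks are counts, whole numbers with a lowest value of 1 and different totals in each library, although the table is named as normalised. The LOESS scaling that the study's methods describe was therefore not yet in them. The authors' deposited tables of genes and of peaks also hold log2 fold changes and their standard errors, a mean per feature and a test statistic (each a score here), and raw and adjusted p-values from DESeq2 Wald tests by the authors. These were used only for a comparison given at the end. All 18 columns of each table were used.

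Depth was 8.51 to 36.7 M reads (M for mega) per RNA library (median 11.6) and 1.24 to 6.24 M reads in peaks per ATAC library (median 3.55). At these depths the low genes and peaks have counting error beside the spread between replicates, and features with a mean under 10 over the 18 samples were left out of the tests. This kept 16209 genes and 56383 peaks. Replicates of a group were compared before they were averaged: no 2 columns were identical, and chi-square per degree of freedom between replicates was 2.46 to 40.3 for RNA and 2.06 to 2.58 for ATAC, above sampling noise in each of the 18 pairs. With 2 samples per stimulated group, a group's own SD is imprecise, so each test borrowed its spread from all 18 samples.

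Comparisons, tests, thresholds, alternatives and the rule for named genes were written down before the data were examined, except where a later choice is stated. For RNA, log2(deposited normalised value + 1) was tested with limma 3.58.1 (linear model with 7 levels, namely 3 times of BDNF, 3 times of KCl and the 6 controls as 1 level; moderated with trend and robust options). Fold changes are differences on that log2(value + pseudocount) scale, which understates changes of weakly expressed genes. For ATAC the plan named the same test first and edgeR's quasi-likelihood test if the values proved to be raw counts. They did, so edgeR 4.0.16 (glmQLFit robust, glmQLFTest) was used with the same 7 levels. LOESS offsets, the scaling of the study, were chosen as the main ATAC scaling only once the table was seen to hold raw counts. The standard error of an edgeR log2 fold change was taken as its size divided by the square root of the F statistic. Calls were made at a Benjamini-Hochberg adjusted p below 0.1, both tests being two-sided. BDNF was also compared with KCl at each time, and controls of 6 h and 10 h with controls of 1 h in a model with 9 levels. In ATAC, peaks called higher than controls are named gained and those called lower are named closing. Means ± SD are of normalised values, scaled by the LOESS offsets for ATAC.

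Peak coordinates are those of mm10 (GRCm38), 1-based, and 0 peaks lay beyond the chromosome ends of the GRCm38 reference used here. Peaks had a median width of 369 bp (101 to 9967 bp). Promoter peaks overlapped a window from 1000 bp upstream to 100 bp downstream of a GENCODE M21 transcription start site (TSS), and the others were exonic, intronic or intergenic. M21 is a later release than the M16 used by the authors. Shares carry exact (Clopper-Pearson) 95% intervals, which cover counting error of the lists only. Called peaks were paired with called genes at 2 to 20 kb and at 0 to 2 kb from the TSS, with 1 peak per gene, and tested with Fisher's exact test over 12 tables, called at a Benjamini-Hochberg adjusted p below 0.05. AP-1, EGR and CTCF binding motifs were searched as short patterns in the central 200 bp of each peak on both strands and compared with uncalled peaks by Fisher's exact test over 36 tables, called at the same threshold. Peaks and genes are not independent replicates, so these tests describe the lists.

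Comparisons against the same controls share their chance values. The correlation of BDNF and KCl fold changes was therefore also simulated for unchanged groups against those controls, in 20 draws for RNA and 5 for ATAC. Each test was tried on simulated data with known answers. In a simulated BDNF 1 h comparison with 200 changed features, limma recovered 194 genes and called 29 unchanged ones of 16209, a false share of 13.0%, above the 10% that the threshold aims at. The edgeR test recovered 157 peaks and called 20 unchanged ones of 56383, a false share of 11.3%. Planted odds ratios of 2.5, 3 and 3 for promoters, CTCF motifs and pairs came back as 2.49, 3.11 and 3.14. The planted promoter value was first written as 3, the ratio used to draw calls, and corrected after the first run to the 2.5 that the drawing gives.

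Named genes were first a fixed list of 26 genes, most of which the study discusses. The text of the study does not name Nr4a1 or Vgf, and names Npas4 only from earlier work. Per comparison with controls, the 2 largest rises and 2 largest falls were added. These were taken among genes with an adjusted p below 0.01 and a mean of at least 100. Named peaks were the largest rise and fall per comparison at an adjusted p below 0.01 and a mean of at least 50, and called peaks within 20 kb of the TSS of Arc, Fos or Bdnf. Kcne4 of the fixed list had too low a mean to be tested. Genes named outside this rule are said to be so.

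Alternatives were a pseudocount of 5, no filter on low values, TMM scaling, controls of the same time only, a fit on the compared groups only, edgeR and DESeq2 1.42.0 on the recovered RNA reads, DESeq2 on the ATAC counts, an adjusted p below 0.01, other promoter, distance and motif settings, and leaving out each library in turn. Chosen after the data were seen were DESeq2 size factors and limma on log2 values for ATAC, TMM scaling for shares, correlations, annotation, pairs and motifs, same-time controls for annotation and pairs, and leaving out libraries for the same results. Scripts ran in R 4.3.3 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, matplotlib 3.10.9 and samtools 1.23.1, with random seed 1. The ChIP-seq, proteomic and human data of the study were not analysed here.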

Results

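Cortical neurons from mouse embryos were silenced and then stimulated with BDNF or KCl for 1, 6 or 10 h, and controls stayed silenced. RNA-seq and ATAC-seq each gave 18 samples, with 2 samples in each of 9 groups, so that each stimulated group had 2 samples and the controls of the 3 times together had 6. Values are given as mean ± SD (n = 2 per stimulated group, n = 6 for controls).

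Depth differed between libraries. For RNA, the control libraries A and B held 36.7 and 10.9 M reads at 1 h, 12.4 and 11.4 M at 6 h, and 9.75 and 10.6 M at 10 h. The BDNF libraries held 8.51 and 17.1 M at 1 h, 13.4 and 13.1 M at 6 h, and 10.7 and 15.8 M at 10 h. The KCl libraries held 10.6 and 11.9 M at 1 h, 13.3 and 11.5 M at 6 h, and 10.4 and 11.6 M at 10 h. For ATAC, reads in peaks were 3.02 and 4.24 M in control libraries at 1 h, 3.76 and 3.51 M at 6 h, and 2.43 and 3.48 M at 10 h. They were 3.82 and 4.91 M with BDNF at 1 h, 3.59 and 5.83 M at 6 h, and 2.02 and 2.78 M at 10 h. With KCl they were 3.94 and 6.24 M at 1 h, 4.21 and 1.24 M at 6 h, and 2.99 and 3.21 M at 10 h. Replicates correlated at 0.985 to 0.994 (Pearson, log2 values across genes) for RNA and at 0.854 to 0.926 for ATAC across peaks. The first 2 principal components of the 5000 most variable features held 34.3% and 22.1% of the variance for RNA, and 50.8% and 8.87% for ATAC.

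The first question was how many genes respond to each stimulus at each time. Of 16209 genes tested with limma, 6546 were called at BDNF 1 h (3459 higher and 3087 lower than controls), 7014 at BDNF 6 h (3588 and 3426) and 6583 at BDNF 10 h (3424 and 3159). More genes were called for KCl at each time, with 8863 at 1 h (4298 and 4565), 10779 at 6 h (5417 and 5362) and 9274 at 10 h (4705 and 4569). Most changes were small, since the median absolute log2 fold change of called genes was 0.41, 0.40 and 0.39 for BDNF and 0.46, 0.55 and 0.47 for KCl. Rises of at least 2-fold were called for 431, 273 and 210 genes with BDNF at 1, 6 and 10 h and for 482, 737 and 546 genes with KCl. Falls of that size were called for 217, 239 and 223 genes with BDNF and 898, 1365 and 719 with KCl. An adjusted p below 0.01 moved the counts most, to 3611, 3839 and 3201 genes for BDNF and 5906, 8088 and 6116 for KCl. On the recovered whole reads, edgeR called 6480, 7151 and 6675 genes for BDNF and 8797, 10794 and 9155 for KCl. DESeq2 on those reads called 5787, 6434 and 6036 for BDNF and 8112, 10189 and 8481 for KCl. Under TMM scaling the genes split the other way at BDNF 1 h (3114 higher and 3371 lower), BDNF 6 h (3424 and 3566), KCl 1 h (4510 and 4455) and KCl 6 h (5334 and 5441). Without BDNF 1 h library A 3926 genes were called at that time, without BDNF 6 h library A 4637 and without library B 4444, and without BDNF 10 h library B 3642.

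The effect of time in silenced culture was tested on the controls. With limma, 0 genes were called for controls of 6 h or of 10 h against controls of 1 h (2 samples each), where 164 and 181 genes had an unadjusted p below 0.05. On whole reads edgeR and DESeq2 gave 236 and 54 such genes at 6 h and 194 and 42 at 10 h. Each of these counts lies below the share of 0.05 of tested genes that chance alone gives. The tests were therefore conservative here, and 0 calls do not show that time had no effect.

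The same question was asked of chromatin. Of 56383 peaks tested with edgeR, 9734 were called at BDNF 1 h (7040 gained and 2694 closing), 5991 at BDNF 6 h (5007 and 984) and 5276 at BDNF 10 h (4204 and 1072). KCl gave 4705 called peaks at 1 h (2985 and 1720), 4225 at 6 h (3066 and 1159) and 4440 at 10 h (3333 and 1107). BDNF at 1 h thus called more peaks than KCl, while it called fewer genes. The median absolute log2 fold change of called peaks was 1.41, 1.54 and 1.60 for BDNF and 0.97, 1.31 and 1.32 for KCl. An adjusted p below 0.01 lowered the counts most, to 5489, 3455 and 2588 peaks for BDNF and 995, 1220 and 1560 for KCl. TMM scaling raised the KCl counts at 6 h and 10 h to 6522 and 7996, and DESeq2 size factors to 6838 and 8606. The share of gained peaks among those called was 72.3%, 83.6% and 79.7% for BDNF and 63.4%, 72.6% and 75.1% for KCl. This share depended on the threshold, the scaling and the test. At an adjusted p below 0.01 it was 91.0%, 97.0% and 95.1% for BDNF and 75.5%, 86.6% and 92.8% for KCl. At KCl 1 h it was 53.5% under DESeq2 size factors. At KCl 10 h it was 63.2% under TMM and 54.6% under size factors. At KCl 6 h it was 58.2% under size factors and 53.6% with limma on log2 values, and at BDNF 10 h limma gave 67.1%. Counts of called peaks also rested on single libraries. Without BDNF 1 h library A 6389 peaks were called at that time and without library B 6060. Without BDNF 6 h library A the count was 3610 and without BDNF 10 h library A 3012. For KCl, leaving out library A or B gave 1233 or 1619 peaks at 1 h, 1316 or 2409 at 6 h, and 1759 or 2295 at 10 h. Against controls of 1 h, 0 peaks were called for controls of 6 h (2600 at an unadjusted p below 0.05 with edgeR) and 22 for controls of 10 h (14 higher and 8 lower, 4577 unadjusted). DESeq2 called 0 peaks at both times (1689 and 3279 unadjusted) and limma 0 and 32 (2572 and 4890). With each test, the unadjusted count lay above the share of 0.05 that chance gives at 10 h and below it at 6 h. At 10 h the 22 peaks fell to 2 without control 1 h library A, to 7 without control 1 h library B, to 0 without control 10 h library A and to 1 without control 10 h library B, and at 6 h 1 peak was called without control 6 h library A.

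**Figure D1:**
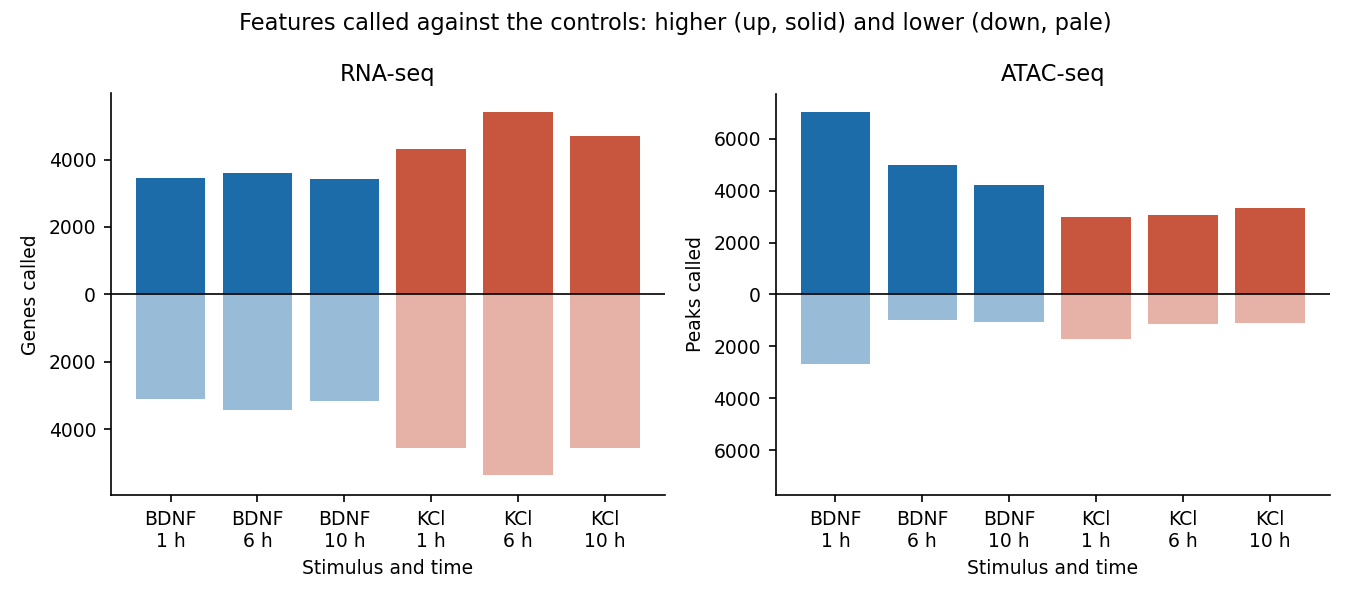
Bars give the number of genes (RNA-seq, left) and peaks (ATAC-seq, right) called higher (upward, solid) or lower (downward, pale) than the 6 controls for each stimulus and time. KCl called more genes than BDNF at each time, and BDNF at 1 h called 9734 peaks against 4705 for KCl.

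The timing of the first response was compared next. Of genes called higher with BDNF at any time, 60.5% (3459 of 5715, interval 59.2% to 61.8%) were already higher at 1 h, 31.4% (1792) were first higher at 6 h and 8.12% (464) at 10 h. With KCl these shares were 56.1% (4298 of 7665), 36.2% (2772) and 7.76% (595). For peaks gained with BDNF at any time, 88.1% (7040 of 7991, interval 87.4% to 88.8%) were gained at 1 h, 6.48% (518) first at 6 h and 5.42% (433) first at 10 h. For KCl peaks, 47.9% (2985 of 6227, interval 46.7% to 49.2%) were gained at 1 h, 32.0% (1993) first at 6 h and 20.1% (1249) first at 10 h. An adjusted p below 0.01 moved the KCl share at 1 h to 33.1% and the BDNF share to 91.7%. The KCl share was 16% without KCl 1 h library A and 25.0% without library B. Of the peaks gained at BDNF 1 h, 63.8% (4489) were still gained at 6 h and 51.1% (3600) at 10 h. Of those gained at KCl 1 h, 35.9% (1073) and 33.3% (994) were. For genes higher at 1 h, 51.9% and 47.8% were still higher at 6 h and 10 h with BDNF, and 61.5% and 51.9% with KCl.

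Whether both stimuli change the same features was tested by comparing their fold changes. Across genes, which are not independent replicates, Pearson's r between BDNF and KCl was 0.449 at 1 h, 0.349 at 6 h and 0.351 at 10 h (Spearman's rho 0.424, 0.352 and 0.372). Since both were set against the same 6 controls, unchanged groups simulated against those controls gave r of 0.228, 0.250 and 0.245 on average. Leaving out the filter on low values moved the observed r most, to 0.347, 0.295 and 0.304. Across peaks r was 0.397, 0.546 and 0.551 (rho 0.302, 0.372 and 0.389), against 0.278, 0.245 and 0.227 for simulated unchanged groups. Across peaks it was 0.230 at 1 h without KCl 1 h library A and 0.324 at 6 h without KCl 6 h library A. The simulated values are for 2 libraries per stimulated group and are no reference for these 2. With controls of the same time, r was 0.449, 0.384 and 0.379 across genes, where simulated unchanged groups gave 0.431, 0.502 and 0.521, and 0.540, 0.624 and 0.611 across peaks, where they gave 0.538, 0.492 and 0.495. With these controls the observed r thus lay clearly above the simulated one only for peaks at 6 h and 10 h. Across genes at 6 h and 10 h it lay below the lowest simulated values (0.480 and 0.499). The simulated groups hold no real changes, and the spread of real changes makes shared chance values a smaller part of r. The simulated r therefore cannot decide whether there is a common response where many features change. Fold changes had the same sign for 65.6%, 63.2% and 64.4% of genes (57.8%, 58.1% and 58.0% simulated) and for 59.5%, 61.1% and 61.8% of peaks (59.1%, 58.1% and 57.5% simulated). The same-sign share of peaks at 1 h was thus near the simulated one. Both stimuli called 4325, 5077 and 4280 genes in common at 1, 6 and 10 h, where 3579, 4664 and 3766 would be shared by independent lists. Of these, 766, 1334 and 890 were called in opposite directions. For peaks 1560, 1865 and 1898 were called by both, against 812, 449 and 415 for independent lists, and 69, 16 and 13 of them were opposite. For genes and peaks, both lists rest on the same 6 controls, which can add shared calls. In simulated unchanged groups against those controls, 0 genes and 0 peaks were called by both stimuli in any draw. Shared controls alone thus gave no shared calls there. The simulation holds no real changes, so it cannot tell how many shared calls the controls add to changed groups. Independent lists are therefore no reference for a common response. Of the peaks gained with KCl, 44.0% (1312), 66.5% (2039) and 69.5% (2317) at 1, 6 and 10 h were among those gained at BDNF 1 h.

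BDNF and KCl were also compared directly. At 1 h, 6936 genes differed (3986 higher and 2950 lower with BDNF), at 6 h 9293 (4792 and 4501) and at 10 h 7287 (3752 and 3535). For peaks the counts were 8374 (5246 and 3128), 2044 (1269 and 775) and 1123 (655 and 468). The share higher with BDNF at 10 h was 58.3%, and it was 67.4% under TMM scaling, 68.0% under DESeq2 size factors and 47.8% with limma on log2 values. DESeq2 called 1184 peaks at 6 h and 646 at 10 h. Leaving out BDNF library A or B gave 4427 or 4406 peaks at 1 h, 405 or 840 at 6 h, and 292 or 668 at 10 h. Without KCl 1 h library B 2753 peaks were called at 1 h. Without KCl library A or B the counts were 984 or 608 at 6 h and 564 or 153 at 10 h.

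The fixed list of genes, most of them discussed by the study, was then examined. Of 25 tested, BDNF called 20, 16 and 15 at 1, 6 and 10 h over all genes, and 21, 18 and 15 when adjusted over the list alone. KCl called 23, 23 and 22 over all genes, and 23, 23 and 22 when adjusted over the list alone. In the direct comparison 23, 20 and 16 differed over all genes, and 24, 20 and 16 when adjusted over the list alone. Most genes of this list were taken from what the study reports on these samples, so the counts over the list alone are not independent evidence.

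**Figure D2:**
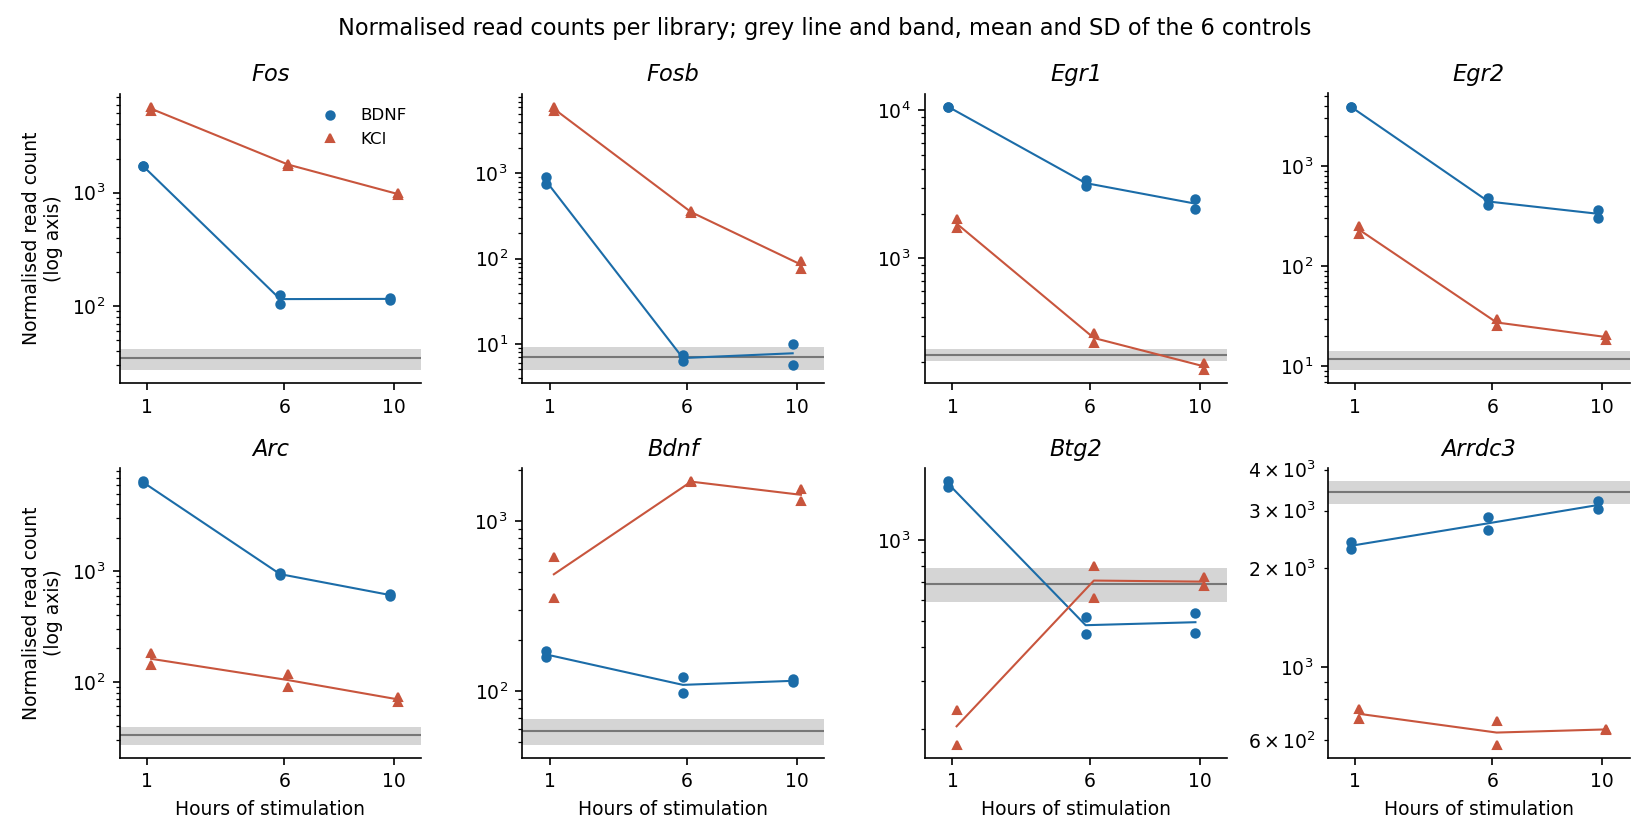
Normalised read count of 8 genes (log axis) against hours of stimulation, with each point 1 library, lines through the means, and the grey line and band showing mean and SD of the 6 controls. Fos and Fosb were higher with KCl than with BDNF and Egr1, Egr2 and Arc higher with BDNF, while Btg2 at 1 h lay above the controls with BDNF and below them with KCl.

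Fos, Fosb, Nr4a1 and Npas4 rose more with KCl. Fos (ENSMUSG00000021250, chr12:85473890-85477273, plus strand) rose from 34.5 ± 7.28 normalised counts in controls to 1727 ± 16 at BDNF 1 h (log2 fold change 5.63, SE 0.15, adjusted p 7.061e-17, limma) and to 5508 ± 331 at KCl 1 h (7.30, SE 0.15, adjusted p 9.6e-19, limma). At 10 h its log2 fold change was 1.74 with BDNF and 4.80 with KCl. Fosb rose by 6.72 at BDNF 1 h and was at -0.00 and 0.12 at 6 h and 10 h, neither called, while with KCl it was at 9.52, 5.50 and 3.46. Nr4a1 was at 3.57 with BDNF and 6.94 with KCl at 1 h, and Npas4 at 2.1 and 5.39. Bdnf (ENSMUSG00000048482, chr2:109674700-109727007, plus strand) was at 58.7 ± 10.3 in controls, 165 ± 9.60 at BDNF 1 h (1.49, adjusted p 5.991e-06, limma), 488 ± 187 at KCl 1 h (3.00, adjusted p 3.356e-10, limma) and 1713 ± 12.4 at KCl 6 h (4.86).

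The EGR genes and Arc rose more with BDNF at 1 h. Egr2 (ENSMUSG00000037868, chr10:67535475-67542188, plus strand) rose from 11.8 ± 2.60 to 3891 ± 31.5 at BDNF 1 h (8.27, SE 0.18, adjusted p 1.56e-19, limma), and its log2 fold change at KCl 1 h was 4.20. Egr1 (ENSMUSG00000038418, chr18:34859823-34864984, plus strand) was at 223 ± 19.8 in controls, and its log2 fold changes were 5.56, 3.85 and 3.38 with BDNF and 2.94, 0.37 and -0.26 with KCl. The KCl 10 h call for Egr1 was lost without KCl 10 h library B (-0.17, adjusted p 0.2803, limma) and with controls of the same time (-0.20, adjusted p 0.1811, limma). Egr4 (chr6:85511121-85513589, minus strand) was at 8.04 with BDNF and 5.37 with KCl at 1 h. Arc (ENSMUSG00000022602, chr15:74669083-74672570, minus strand) rose from 33.2 ± 6.09 to 6359 ± 163 at BDNF 1 h (7.56, SE 0.15, adjusted p 1.494e-19, limma) and to 161 ± 28.5 at KCl 1 h (2.26, adjusted p 9.344e-11, limma). Vgf (ENSMUSG00000037428, chr5:137026392-137033351, plus strand) was at 362 ± 106 in controls, and its log2 fold changes stayed high at 5.65, 5.13 and 4.81 with BDNF and 2.56, 4.1 and 4.22 with KCl.

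Btg2 (chr1:134075170-134079120, minus strand) went opposite ways at 1 h, with log2 fold changes of 1.24 for BDNF and -1.75 for KCl from 687 ± 98.1 in controls. It was lower with BDNF at 6 h (-0.50) and 10 h (-0.46), calls lost without BDNF 6 h library A (-0.40, adjusted p 0.1443, limma) and without BDNF 10 h library A (-0.34, adjusted p 0.209, limma). Arrdc3 fell more with KCl (-2.24, -2.43 and -2.40) than with BDNF (-0.54, -0.31 and -0.13, the last not called). Among the largest falls with BDNF at 1 h were Gpr12 (ENSMUSG00000041468, chr5:146582398-146585239), from 322 ± 30.2 to 62.9 ± 7.17 (-2.34, SE 0.11, adjusted p 1.82e-13, limma), and Txnip (chr3:96557957-96561883), from 615 ± 51.0 to 189 ± 14.0 (-1.69). At 6 h Rasgrf2 (-1.93, chr13:91880400-92131656) and Nipal3 (-1.84, chr4:135445420-135495038) fell most with BDNF, and at 10 h Ccbe1 (-1.62, chr18:66045302-66302741) and Nipal3 (-1.59). With KCl the largest falls were Gm16185 (-4.11, chr9:97085326-97088610), a predicted gene whose reads may be shared with another gene and which is therefore uncertain, and Zfp712 (-3.82, chr13:67038596-67061170) at 1 h. They were Zmat1 (-3.66, chrX:134971372-135009209) and Senp8 (-3.29, chr9:59734259-59750710) at 6 h, and Arsg (-2.68, chr11:109473374-109573330) and Txnip (-2.62) at 10 h. Acan (ENSMUSG00000030607, chr7:79053483-79115099) was among the 2 largest rises at KCl 10 h, from 13.6 ± 4.39 to 402 ± 148 (4.80).

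Single peaks were taken by the same kind of rule. The largest gain at BDNF 1 h was an intronic peak at chr7:64662390-64663052, 27.7 kb from the start of Apba2, from 6.95 ± 4.51 to 146 ± 22.9 scaled counts (log2 fold change 4.34, SE 0.27, adjusted p 1.138e-29, edgeR). With KCl this peak was at 1.04 (adjusted p 0.08534, edgeR) at 1 h and 3.01 (adjusted p 6.595e-12, edgeR) at 6 h. The largest gain at BDNF 6 h and 10 h was an intergenic peak at chr1:14484429-14484906, 174 kb from Eya1 (4.11 and 3.64). At KCl 1 h the largest gain was an intronic peak at chr2:94051926-94052495, 41.4 kb from Alkbh3, from 10.6 ± 5.58 to 64.4 ± 38.4 (2.64, adjusted p 5.391e-12, edgeR), and BDNF 1 h raised the same peak by 4.16. An intergenic peak at chr10:88008724-88009170, 28.5 kb from Gm48306, gained most at KCl 10 h (2.78). The largest falls were smaller. With BDNF they were -1.58 at 1 h (chr11:11242657-11243421, an intron, 127 kb from Vwc2), -1.20 at 6 h (chr6:145585265-145585856, an intron, 30.2 kb from Tuba3b) and -1.68 at 10 h (chr1:104912128-104912821, promoter of Gm15699). The call near Tuba3b was lost with controls of the same time (-0.90, adjusted p 0.1104, edgeR) and that of Gm15699 without BDNF 10 h library A (-1.04, adjusted p 0.1645, edgeR). With KCl they were -1.56 at 1 h (chrX:95968484-95968953, intergenic, 11.8 kb from Las1l), -1.49 at 6 h (chrX:136115451-136115979, 11.1 kb from 5730412P04Rik) and -1.75 at 10 h (chr10:81551569-81552001, 6.60 kb from Gna11). The 6 h call was lost without KCl 6 h library A (-1.08, adjusted p 0.2405, edgeR).

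Around Arc, the promoter peak (chr15:74672355-74672871) rose from 83.8 ± 21.7 to 126 ± 7.32 at BDNF 1 h (0.61, adjusted p 0.007915, edgeR) and an intergenic peak 6.65 kb away (chr15:74678947-74679500) from 39.6 ± 6.12 to 91.1 ± 14.1 (1.21, adjusted p 1.01e-05, edgeR). The promoter call was lost without BDNF 1 h library B (0.55, adjusted p 0.174, edgeR) and with controls of the same time (0.51, adjusted p 0.1295, edgeR). Near Fos, a peak 14.0 kb away (chr12:85487759-85488044) was called at BDNF 1 h (0.87, adjusted p 0.042, edgeR), but not with controls of the same time (0.64, adjusted p 0.3563, edgeR). It was also uncalled without control 6 h library A (0.73), BDNF 1 h library A (0.93) or library B (0.79). A peak 5.79 kb from Fos (chr12:85468003-85468200) was at 1.07 (adjusted p 0.09137, edgeR), and was uncalled with DESeq2 (adjusted p 0.1405), with limma (adjusted p 0.1853), and without control 1 h library A (1.04) or B (0.96), control 10 h library A (1.01) or B (1.02), or BDNF 1 h library A (1.23) or B (0.88). An intronic peak inside Bdnf (chr2:109677960-109678614), 1.25 kb from the nearest of its annotated start sites, was at 0.40 (adjusted p 0.0843, edgeR). It was uncalled under TMM scaling (0.33) and size factors (0.32), with DESeq2 (0.39) and limma (0.39), and without control 1 h library A (0.39) or B (0.36), control 6 h library A (0.38) or B (0.37), or BDNF 1 h library A (0.50) or B (0.27).

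Where peaks lie was compared between stimuli. Of all tested peaks, 24.0% were at promoters. Of gained peaks, 7.57% (533 of 7040, interval 6.96% to 8.21%), 3.73% and 5.57% were at promoters with BDNF at 1, 6 and 10 h, and 25.1% (749 of 2985, interval 23.5% to 26.7%), 10.8% and 7.83% with KCl. Among uncalled peaks the shares were 27.0%, 26.2% and 25.6% for BDNF and 23.7%, 24.5% and 24.7% for KCl. The odds of lying at a promoter were higher for KCl-gained than for BDNF-gained peaks at 1 h (odds ratio 4.09, p 1.561e-116, Fisher's exact test, two-sided), 6 h (3.12, p 7.702e-35, Fisher's exact test) and 10 h (1.44, p 9.877e-05, Fisher's exact test). The ratio at 1 h was 2.47 without KCl 1 h library B and 6.48 without BDNF 1 h library A, and lay between these when other single libraries were left out. Of peaks gained at BDNF 1 h, 46.6% were intronic and 43.1% intergenic. At KCl 1 h these were 36.3% and 35.9%. Closing peaks were at promoters for 14.0%, 12.3% and 20.4% with BDNF and 29.3%, 36.3% and 37.9% with KCl.

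**Figure D3:**
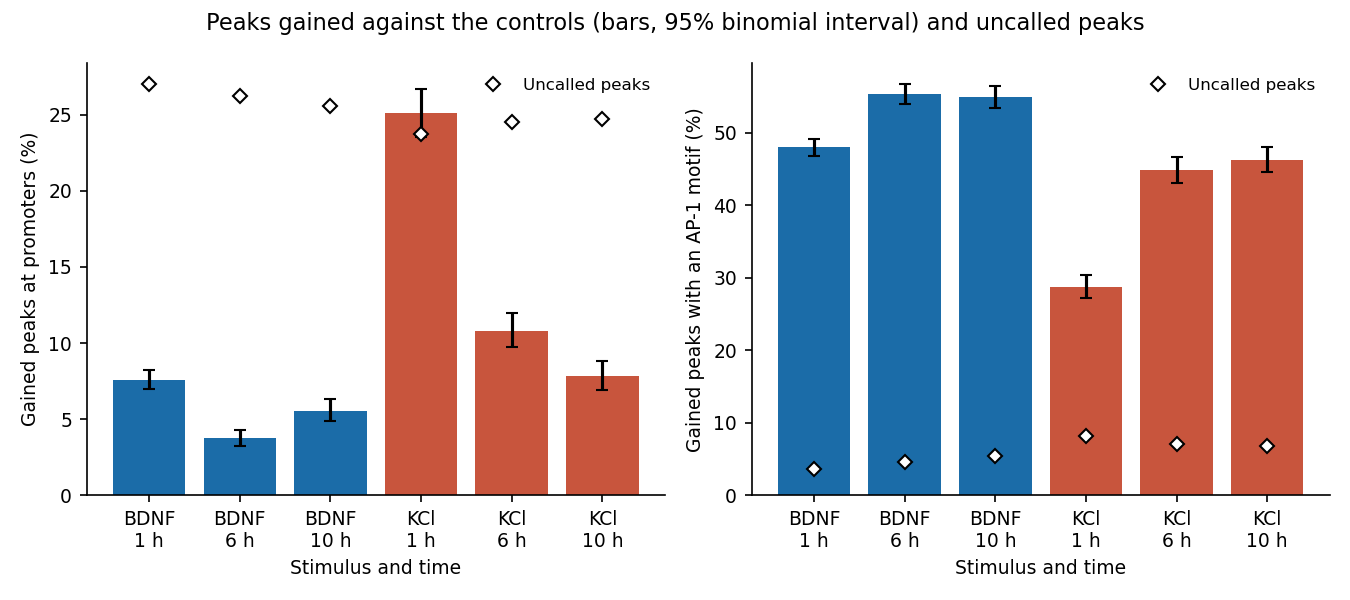
Bars give the share of gained peaks that lie at promoters (left, %) or hold an AP-1 motif in the central 200 bp (right, %) for each stimulus and time, with exact 95% intervals, and diamonds give the share among uncalled peaks. The promoter share was 25.1% at KCl 1 h and 7.57% at BDNF 1 h, and the AP-1 share of gained peaks lay above that of uncalled peaks for each stimulus and time.

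Changes of chromatin and expression were paired by distance, with 1 peak per gene. For peaks 2 to 20 kb from the start site, gained peaks went with higher genes at BDNF 1 h (odds ratio 1.81, adjusted p 0.03617, 424 pairs, Fisher's exact test), BDNF 6 h (2.90, adjusted p 0.008543, 323 pairs, Fisher's exact test), KCl 6 h (2.19, adjusted p 0.009302, 274 pairs, Fisher's exact test) and KCl 10 h (2.25, adjusted p 0.0173, 241 pairs, Fisher's exact test). They did not at BDNF 10 h (1.05, adjusted p 1, Fisher's exact test) and KCl 1 h (1.47, adjusted p 0.173, Fisher's exact test). Within 2 kb the odds ratios were 1.91, 2.93 and 1.29 for BDNF and 1.63, 1.63 and 1.37 for KCl, called in 4 of the 6 tables (not at 10 h). An adjusted p below 0.01 for peaks and genes moved the ratio most, from 2.93 to 14.5 at BDNF 6 h within 2 kb, and from 2.25 to 0.857 at KCl 10 h at 2 to 20 kb, neither called any more (adjusted p 0.2889 for 14.5, Fisher's exact test). With controls of the same time 0 of the 12 tables were called. At BDNF 1 h, 201 of the distal gained peaks were paired with higher and 143 with lower genes. These calls depended on single libraries. At 2 to 20 kb, leaving out ATAC BDNF 1 h library B gave 1.28 at BDNF 1 h, ATAC BDNF 6 h library B gave 1.83 at BDNF 6 h, ATAC KCl 6 h library A gave 1.05 at KCl 6 h, and ATAC control 1 h library A gave 1.92 at KCl 10 h, none of them called. For the other tables, the libraries whose omission changed a call are given with the processing alternatives.

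Motifs known to be bound by AP-1 (the Fos and Jun family), EGR and CTCF were counted in the central 200 bp of peaks. An AP-1 motif was in 48.0%, 55.4% and 54.9% of peaks gained with BDNF at 1, 6 and 10 h, against 3.67%, 4.63% and 5.46% of uncalled peaks (odds ratios 24.2, 25.6 and 21). With KCl it was in 28.8%, 44.8% and 46.3% of gained peaks, against 8.14%, 7.13% and 6.83% (odds ratios 4.56, 10.6 and 11.7; at 1 h adjusted p 2.014e-218, Fisher's exact test). The odds ratio at KCl 1 h was 9.51 without KCl 1 h library B and at least 3.21 when other single libraries were left out. An EGR motif was in 0.881% of peaks gained at BDNF 1 h and 1.66% of uncalled peaks (odds ratio 0.526, adjusted p 2.441e-07, Fisher's exact test). This direction reversed against uncalled peaks of matched GC content (0.440%, odds ratio 2.01). A CTCF motif was rare in gained peaks, at 0.71%, 0.479% and 0.428% with BDNF and 0.134%, 0.391% and 0.60% with KCl, against 4.68% of uncalled peaks at KCl 1 h. It was in 11.1% (191 of 1720) of peaks closing at KCl 1 h (odds ratio 2.55, adjusted p 1.107e-25, Fisher's exact test), and under TMM scaling the odds ratio was 1.46 (adjusted p 6.183e-06, Fisher's exact test).

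**Figure D4:**
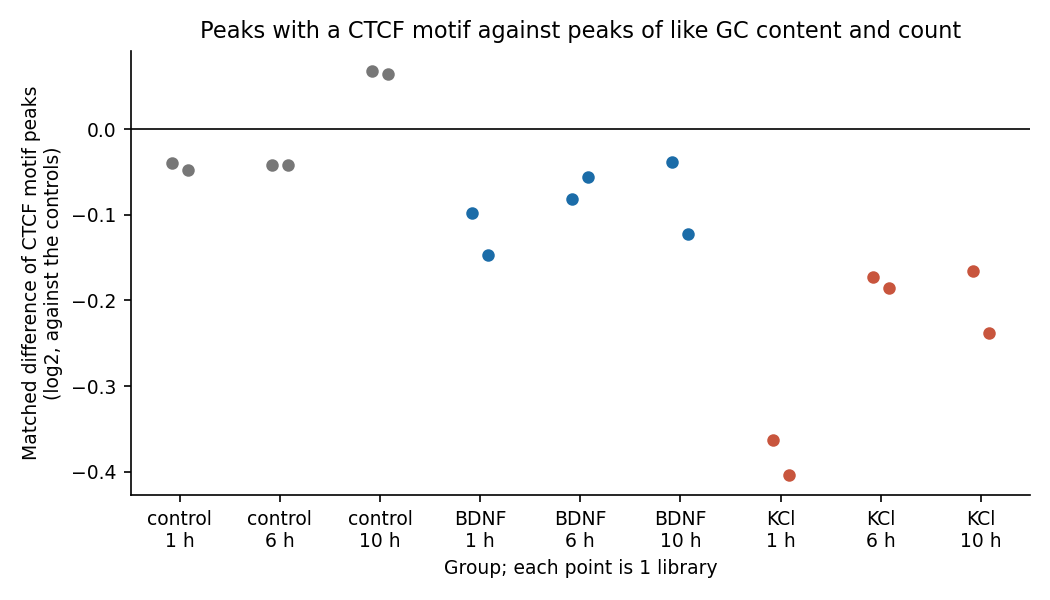
Each point is 1 ATAC library, and the y axis gives the median log2 difference from the controls of peaks with a CTCF motif less that of other peaks in the same class of GC content and mean count, averaged over classes. Both KCl 1 h libraries lie at -0.364 and -0.404, below the other libraries.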

Values the study reported

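At a false discovery rate of 1%, the study reported 3,128 genes changed at 1 h of KCl and 1,786 at 1 h of BDNF. It reported 58,724 ATAC peaks, of which 9,012 changed at 1 h of BDNF and 3,701 at 1 h of KCl, with no false discovery rate named beside these 2 counts. Its methods define changed peaks by an adjusted p below 0.1. At a false discovery rate of 1%, 4,074 (90.2%) of the peaks gained with BDNF and 508 (32.7%) of those gained with KCl appeared at 1 h. The study placed 20% of the peaks changed at 1 h of KCl at promoters, and 5% for BDNF. For gained peaks and higher genes at 1 h of BDNF it gave odds ratios of 5.8 for enhancers and 20.8 for promoters.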

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

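Of the tests below, those of control 1 h library A and of the change between 1 h and 10 h were chosen after the result was seen, and those of Bdnf, Stxbp5 and Ctcf in single controls were written down before.

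In 27 sets of 6 control values, namely the reads per library of both assays and the normalised counts of 25 genes, 4 sets held 1 library whose gap to the next was large against the whole range (Dixon's test at 95%). Chance alone gives this in about 1 in 20 sets. RNA control 1 h library A held 36.699 M reads, where the other controls held 9.75 to 12.4. Its normalised values lay a median of 0.1192 (log2) from the mean of the other controls, and those of the others lay 0.0817 to 0.102 from theirs. Without it, calls against controls numbered 6599, 7278 and 6888 for BDNF and 8906, 10768 and 9302 for KCl, at most 1.05 times from the counts with it. Whether its depth set its profile cannot be told apart from other differences of this culture, since only 1 control had such depth. No biological explanation was tested, because the labels give none for a single control.

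Bdnf was at 38.452 normalised counts in RNA control 10 h library A, where the other controls lay at 59.1 to 65.1. Stxbp5 was at 772.64 in the same library, where the others lay at 898 to 962. Ctcf was at 1323.9 in control 1 h library A, where the others lay at 1415 to 1451. If such a library deviated across genes, it would stand apart in more genes than most controls do. Control 10 h library A stood apart in this way in 1.1722% of the 16209 tested genes and control 1 h library A in 1.0303%, the highest shares of the 6 controls, whose others were at 0.438% to 0.827%. A deviation of these libraries across genes is therefore one candidate explanation. It explains little of the single genes, because the shares are small and some control stood apart in 4.68% of genes, about what chance gives. Of these genes, Stxbp5 and Ctcf had calls that changed without these libraries. Without control 10 h library A, Stxbp5 became called at BDNF 6 h (-0.14, adjusted p 0.08777, limma) and BDNF 10 h (-0.17, adjusted p 0.04521, limma), and without control 1 h library A, Ctcf became called at BDNF 6 h (-0.15, adjusted p 0.05945, limma). Differences between cultures stayed open and untested.

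For 17 of 25 listed genes, the difference between BDNF and KCl at 1 h was not that at 10 h (interaction in limma, adjusted p below 0.1 over all genes and also adjusted over the list alone, where 15 also had an adjusted p below 0.01). The threshold was first set to 0.01 and then changed to the planned 0.1 after the result was seen. Over all 16209 genes, 6835 were called. The log2 difference of BDNF less KCl at 1 h, less that at 10 h, was 1.39 for Fos, 0.67 for Fosl1, 2.14 for Fosl2, 3.54 for Egr3, 1.93 for Egr4, 2.19 for Arc, 0.83 for Nr4a1, 3.49 for Btg2, 2.12 for Bdnf, 2.50 for Vgf and 0.56 for Slc25a25. It was -0.79 for Junb, -1.02 for Egr1, -0.57 for Arrdc3, -0.70 for Slc3a2, -1.54 for Cacna1d and -0.51 for Trio. For Btg2 the difference went from 2.99 at 1 h to -0.50 at 10 h. In simulated data, 186 of 200 genes with a planted interaction were recovered and 21 unchanged genes were called. Scaling of the libraries would shift all genes alike, but 16 of the 25 genes of the whole list lay more than 2 SE from the median of the list (0.54), so it is argued against as the whole cause. A single library would leave no likeness between 2 sets of libraries that share none, but over 8 such splits the lowest Pearson's r of the interactions of the 25 genes was 0.89709 (0.709 over all genes), so it is argued against too. That the response to BDNF and to KCl follows different time courses for these genes is left as a hypothesis, from values on which it was also found.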

How the results depend on the processing

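Of the alternatives, DESeq2 size factors and limma on log2 values for ATAC, TMM scaling for shares, correlations, promoters, pairs and motifs, same-time controls for promoters and pairs, and left-out libraries for all but the counts of calls were chosen after the data were seen. No paired analysis was possible because the columns carry no replicate number of the labels. A pseudocount of 5 was not run for ATAC, where the count test uses none, and edgeR on whole reads is there the main test itself. For values that changed, the cause was not tested unless given.

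Counts of calls stayed within 1.5 times under a pseudocount of 5 and under edgeR and DESeq2 on whole reads in 11 of 11 RNA comparisons each, and without a filter on low values in 22 of 22 comparisons. They did so in 20 of 22 under TMM scaling, 13 of 18 with same-time controls, 21 of 22 with the compared groups only, 8 of 11 with DESeq2 for ATAC, 9 of 11 with DESeq2 size factors, 8 of 11 with limma for ATAC, and 5 of 22 at an adjusted p below 0.01. The last is stricter by construction. There RNA calls were 3611, 3839 and 3201 for BDNF at 1, 6 and 10 h, 5906 and 6116 for KCl at 1 and 10 h, and 4143 and 4161 for BDNF against KCl at 1 and 10 h. ATAC calls were 5489, 3455 and 2588 for BDNF, 995, 1220 and 1560 for KCl, 2898, 273 and 131 for BDNF against KCl, and 0 for controls of 10 h against 1 h. With same-time controls, which leave 2 control libraries, 4321 genes were called at BDNF 10 h, 2791 peaks at BDNF 10 h, and 2373, 2281 and 2085 peaks for KCl. TMM scaling called 6522 peaks at KCl 6 h and 7996 at KCl 10 h, and DESeq2 size factors 6838 and 8606. Limma on log2 values called 2477 peaks at KCl 1 h, 6401 at KCl 6 h and 4764 for BDNF against KCl at 1 h. DESeq2 called 1184 and 646 peaks for BDNF against KCl at 6 and 10 h and 0 for controls of 10 h against 1 h, and a fit on the compared groups called 14 for the latter.

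The share of genes first raised at 1 h was 57.7% for BDNF without a filter on low values. With same-time controls it was 51.7% for BDNF and 47.6% for KCl, under TMM scaling 57.6% and 58.3%, and at an adjusted p below 0.01 57.9% and 48.0%. For peaks, the BDNF share was 87.1%, 87.2% and 91.7% and the KCl share 44.1%, 43.0% and 33.1% under these 3 settings. The correlation of BDNF and KCl across genes was 0.347, 0.295 and 0.304 at 1, 6 and 10 h without a filter, which adds weakly expressed genes, and 0.384 at 6 h with same-time controls. Across peaks it was 0.540 and 0.611 at 1 and 10 h with same-time controls and 0.516 at 10 h at an adjusted p below 0.01, where the set of peaks differs. With same-time controls only 2 control libraries are shared, and unchanged groups simulated that way, added after the data were seen, gave 0.502 across genes at 6 h and 0.538 and 0.495 across peaks at 1 and 10 h. TMM scaling moved 0 of the 6 correlations beyond their spread. The higher share of promoters among KCl-gained than among BDNF-gained peaks at 1 h held under each of 5 settings.

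For pairs of peaks and genes at an adjusted p below 0.01, the odds ratios were 2.90 (2 to 20 kb) and 1.55 (0 to 2 kb) at BDNF 1 h, 5.93 and 14.5 at BDNF 6 h, 2.61 (0 to 2 kb) at KCl 1 h and 3.44 and 1.92 at KCl 6 h, none called, and 0.857 at KCl 10 h at 2 to 20 kb, a reversal. TMM scaling gave 1.66 at BDNF 1 h (2 to 20 kb) and 1.61 at BDNF 6 h (0 to 2 kb), not called. Same-time controls gave 2.38 and 1.35 at BDNF 1 h, 2.50 and 3 at BDNF 6 h, 1.5 (0 to 2 kb) at KCl 1 h, 2.04 and 1.46 at KCl 6 h and 1.58 (2 to 20 kb) at KCl 10 h, not called. A window of 2 to 50 kb kept direction and call in 6 of 6 tables.

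For motifs, searching whole peaks brought past the threshold EGR in peaks closing at BDNF 6 h (0.509) and KCl 1 h (1.36) and CTCF in peaks closing at BDNF 10 h (0.694). Against GC-matched peaks, EGR in gained peaks reversed to 2.01 at BDNF 1 h (adjusted p 0.002706, Fisher's exact test). It was no longer called at BDNF 6 h (0.947) and KCl 10 h (0.944), nor at BDNF 10 h (1.2, adjusted p 0.9072, Fisher's exact test) and KCl 6 h (1.06, adjusted p 1, Fisher's exact test), where the direction changed. CTCF in peaks closing at KCl 6 h was 0.623. The lower GC content of gained peaks may thus account for the EGR deficit in them. At an adjusted p below 0.01, CTCF in peaks closing at BDNF 6 h was 0.587 and AP-1 in peaks closing at KCl 10 h 0.320, no longer called. TMM scaling reversed EGR in peaks closing at BDNF 1 h (1.73) and CTCF in peaks closing at KCl 10 h (0.261). It brought past the threshold EGR in peaks closing at BDNF 10 h (2.91) and at KCl 1, 6 and 10 h (2.65, 2.35 and 3.09), and CTCF in peaks closing at BDNF 10 h (0.408) and KCl 6 h (0.323). Statements on EGR in closing peaks and on CTCF in peaks closing after 1 h thus depend on the scaling. The excess of AP-1 in gained peaks and of CTCF in peaks closing at KCl 1 h kept direction and call under whole peaks, GC matching, TMM scaling and an adjusted p below 0.01.

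Each library was left out in turn. This leaves 1 library in a stimulated group, which is assumed to vary like the other groups, and fewer samples lower the number of calls. Counts within 1.5 times were kept in 106 of 136 such fits. RNA calls ranged over 3926 to 6599, 4444 to 7278 and 3642 to 6888 for BDNF at 1, 6 and 10 h, with 3926 without BDNF 1 h library A, 4637 and 4444 without BDNF 6 h library A and B, and 3642 without BDNF 10 h library B. They ranged over 7026 to 8906, 9516 to 10768 and 7164 to 9302 for KCl, and 5179 to 6052, 7674 to 9004 and 5520 to 6265 for BDNF against KCl. They were 0 in each fit for controls, where limma was used. ATAC calls ranged over 6060 to 9604, 3610 to 6016 and 3012 to 5446 for BDNF, with 6389 and 6060 without BDNF 1 h library A and B, 3610 without BDNF 6 h library A and 3012 without BDNF 10 h library A. For KCl they ranged over 1233 to 4470, 1316 to 4326 and 1759 to 4479, with 1233 and 1619 without KCl 1 h library A and B, 1316 and 2409 without KCl 6 h library A and B, and 1759 and 2295 without KCl 10 h library A and B. For BDNF against KCl they ranged over 2753 to 6085, 405 to 984 and 153 to 668. At 1 h they were 4427 and 4406 without BDNF library A and B and 2753 without KCl library B. At 6 h they were 405, 840, 984 and 608, and at 10 h 292, 668, 564 and 153, without BDNF library A, B, KCl library A and B. Controls of 6 h against 1 h gave 0 to 1 peaks (1 without control 6 h library A), and controls of 10 h 0 to 7 (2 and 7 without control 1 h library A and B, 0 and 1 without control 10 h library A and B).

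The share of genes first raised at 1 h ranged over 43.2% to 64.4% for BDNF and 42.8% to 60.3% for KCl, and that of peaks over 73.2% to 91.6% and 16% to 55.9% (16% and 25.0% without KCl 1 h library A and B). Correlations ranged over 0.388 to 0.478, 0.313 to 0.367 and 0.311 to 0.376 across genes at 1, 6 and 10 h. Across peaks they ranged over 0.230 to 0.421, 0.324 to 0.567 and 0.436 to 0.572, with 0.230 without KCl 1 h library A and 0.324 without KCl 6 h library A. The promoter odds ratio at 1 h ranged over 2.47 (without KCl 1 h library B) to 6.48 (without BDNF 1 h library A).

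Pairs at 2 to 20 kb ranged over 1.28 to 2.52, 1.83 to 3.11 and 0.806 to 1.79 for BDNF and 1.22 to 1.90, 1.05 to 3.60 and 1.92 to 3.35 for KCl. At 0 to 2 kb they ranged over 1.65 to 2.3, 1 to 4.59 and 0.995 to 1.80 for BDNF and 1.47 to 3.03, 1.2 to 1.79 and 0.937 to 1.59 for KCl. At 2 to 20 kb the BDNF 1 h call was lost without RNA control 1 h A (1.67), RNA control 10 h A (1.72), RNA BDNF 1 h A (2.01), ATAC control 1 h A (1.61) and B (1.55), ATAC control 6 h A (1.78) and B (1.54), and ATAC BDNF 1 h B (1.28). The BDNF 6 h call was lost without RNA control 1 h A (2.01), ATAC control 10 h A (2.14), ATAC BDNF 6 h A (3.09) and B (1.83). The KCl 6 h call was lost without ATAC control 1 h A (1.77) and ATAC KCl 6 h A (1.05), and was 3.60 without ATAC KCl 6 h B. The KCl 10 h call was lost without RNA KCl 10 h B (2.05), ATAC control 1 h A (1.92) and ATAC control 6 h A (2.17) and B (2). A KCl 1 h call appeared without RNA KCl 1 h A (1.90) and ATAC control 1 h B (1.84). At 0 to 2 kb the BDNF 1 h call was lost without ATAC BDNF 1 h A (1.74). The BDNF 6 h call was lost without ATAC control 1 h A (1.78) and B (1.99), control 6 h A (1.95), control 10 h A (1.74), BDNF 6 h A (1) and B (1.31), and was 4.59 without RNA BDNF 6 h B. The KCl 1 h call was lost without ATAC control 6 h A (1.51), control 10 h A (1.47) and KCl 1 h A (1.94), and was 3.03 without ATAC KCl 1 h B. The KCl 6 h call was lost without RNA control 10 h A (1.5), RNA KCl 6 h A (1.2), ATAC control 6 h A (1.46), control 10 h A (1.48), KCl 6 h A (1.60) and B (1.38).

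Motif odds ratios kept their call in 276 of 288 such fits, where one that was called in neither fit was counted as kept whatever its direction, and 0 called ones reversed. Of those called in neither fit, for example, EGR in peaks gained at KCl 1 h (1.15) was 0.779 and EGR in peaks closing at KCl 1 h (1.34) 0.656 without KCl 1 h library B, EGR in peaks closing at BDNF 10 h (1.38) was 0.892 without BDNF 10 h library A, and CTCF in peaks closing at KCl 10 h (1.02) was 0.852 without control 10 h library A. Ranges and changed calls were, for EGR in peaks closing at BDNF 1 h, 0.658 to 0.884 (0.658 and 0.670 without control 6 h A and control 10 h A), for CTCF in peaks closing at BDNF 6 h 0.342 to 0.677 (0.665 and 0.677 without BDNF 6 h A and B), and for EGR in peaks closing at BDNF 10 h 0.892 to 1.88 (1.88 without BDNF 10 h B). For CTCF in peaks closing at BDNF 10 h they were 0.571 to 0.893 (0.626, 0.687 and 0.571 without control 1 h A, control 10 h A and BDNF 10 h B), and for EGR in peaks gained at KCl 6 h 0.256 to 0.9745 (0.9745 without KCl 6 h A). For EGR in peaks closing at KCl 6 h they were 1.2 to 2.23 (2.23 without KCl 6 h A), and for CTCF in these peaks 0.653 to 0.823 (0.653 and 0.693 without control 6 h A and B).

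Of 163 comparisons of named genes, direction and call were the same in all under a pseudocount of 5, no filter, and edgeR and DESeq2 on whole reads. TMM scaling brought 2 and a fit on the compared groups 4 past the threshold, and 8 were lost with same-time controls and 11 at an adjusted p below 0.01. When single libraries were left out, 1281 of 1304 were the same, 17 were lost and 6 gained. Of 42 comparisons of named peaks, 313 of 336 such fits were the same, 18 were lost and 5 gained. Under the other settings, all 42 peak comparisons were the same without a filter and with a fit on the compared groups. TMM scaling, DESeq2 size factors and an adjusted p below 0.01 each kept 39 of 42. Same-time controls kept 38, and DESeq2 and limma kept 40 each. No named gene or peak that was called reversed its sign under these settings. A gene or peak that was not called in either fit was counted as the same whatever its sign. The shallowest ATAC library, KCl 6 h B, held 1.24 M reads in peaks, and the effect of depth was not tested by thinning reads.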

Other observations

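The tests of 1 KCl library for CTCF peaks, of GC content and height for promoters, of read-through, and of pseudogenes, shared controls and 1 library for gene length were written down before their results were seen, and the other tests here were chosen after.

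Peaks with a CTCF motif fell at KCl 1 h. Of 2612 such peaks, 191 were called lower and 4 higher. Set against peaks without the motif in the same of 100 classes of GC content and mean count, their median log2 fold change was lower by -0.36811 at KCl 1 h, -0.18 at KCl 6 h and -0.20 at KCl 10 h. GC content and height of the peaks are therefore argued against as the whole cause. So is a single library, since the smaller of the 2 falls at KCl 1 h was -0.36355. So is LOESS scaling as the whole cause, since under TMM scaling peaks closing at KCl 1 h still held more CTCF motifs (odds ratio 1.4578, adjusted p 6.183e-06, Fisher's exact test). The ratio was 2.55 with LOESS, so the ratio depends on the scaling. The matched difference under TMM scaling was -0.37, but scaling largely cancels between peaks of like mean count. That difference therefore cannot decide on scaling. Controls set against each other lay at -0.047 to 0.068, and BDNF libraries at -0.147 to -0.038. In simulated data a planted difference of -0.4 came back as -0.45, so the size may be overstated by a little. A hypothesis is that depolarisation lowers accessibility at CTCF sites early, found and tested on the same data. Ctcf itself fell by 0.22 at KCl 1 h. CTCF binding was not analysed here.

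The higher share of promoters among peaks gained at KCl 1 h than at BDNF 1 h stayed when peaks were compared within 10 classes of GC content (odds ratio 3.3885, interval 2.86 to 4.02) and within 10 classes of mean count (2.5242, interval 2.17 to 2.94). Both are argued against as the whole cause, although the second lowered the ratio from 4.09. Of KCl-gained peaks 25.1% were at promoters against 23.7% of uncalled peaks, and of BDNF-gained peaks 7.57% against 27.0%. The ratio thus came from few promoters among BDNF-gained peaks. The fewer peaks called for KCl stayed open as a technical source.

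Ddx3y, a gene of the Y chromosome singled out after its values were seen, rose from 726 ± 23.6 (SD, n = 6) in controls to 3667 and 3263 at KCl 1 h (log2 fold change 2.25, adjusted p 6.0873e-16, limma), with 1.38 at 6 h and 0.60 at 10 h. A higher share of male cells would raise the other genes of the Y chromosome, but Kdm5d, Uty and Eif2s3y had log2 fold changes of -0.43, -0.64 and -0.16, with a median of -0.43022. The X-linked Xist fell by 0.49, which goes with a higher share of male cells and not against it. At 6 h Eif2s3y and Uty rose by 0.65 and 0.34 and Xist fell by 0.35, while Kdm5d was at -0.01. At 10 h Eif2s3y rose by 0.36 and Xist fell by 0.48, while Uty was at 0.05 and Kdm5d at 0.03. A share of male cells was therefore tested only for 1 h and stayed open for the rises at 6 h and 10 h. Reads shared with the X-linked copy Ddx3x, which rose by 0.90, would keep the ratio of the genes, but the lowest ratio at KCl 1 h was 0.43358 and controls lay at 0.166 to 0.184. Both are argued against at 1 h. A response of this gene to KCl at 1 h is left as a hypothesis, and its value is uncertain as far as reads are shared with Ddx3x.

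Weakly expressed genes within 10 kb of a strongly expressed gene were compared by strand, since RNA read through from the gene upstream would reach those on the same strand. At KCl 1 h the median log2 fold change was 0.427 for 171 genes on the same strand and 0.062 for 152 on the opposite strand, a difference of 0.3649 (95% bootstrap interval 0.138 to 0.606). Controls set against each other lay at -0.044 to 0.079. A single library is argued against, since the smaller difference of the 2 KCl libraries was 0.30531. This is consistent with read-through at KCl 1 h. Shared regulation of neighbouring genes was not tested and stays open, and at BDNF 10 h the difference was 0.135 (interval 0.026 to 0.231).

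Longer genes fell under BDNF at 10 h. Among 13450 protein-coding genes, Spearman's rho of log2 fold change and exonic length was -0.24551 across genes, which are not independent replicates. Pseudogenes and short non-coding genes are thus argued against. The rho of BDNF against KCl at 10 h, which uses no control, was -0.12719, and the weaker of the 2 BDNF libraries gave -0.19071. Neither decides, because RNA control 1 h library A alone gave -0.34409 against the other controls and control 1 h library B gave 0.215. Variation between libraries of one group is therefore one candidate source. The rho was also -0.225 at BDNF 6 h, and the 4 BDNF libraries of 6 h and 10 h all lay between -0.287 and -0.191, so the source stayed open. No biological explanation is put forward.

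Fold changes were compared with those in the authors' deposited table of genes. Across genes, Pearson's r was 0.754 to 0.875 over the 6 comparisons, and 0.961 to 0.981 among genes whose mean in the authors' deposited table was within 1.5 times of the mean here over the 6 libraries of the same time, after division by the median ratio. Controls of the same time gave a higher r in 6 of 6 comparisons, so the choice of controls is one candidate source of the difference, but of little of it across all genes, since r then was 0.771 to 0.883. Among the genes with like means r then was 0.980 to 0.989. A share of 17.324% to 18.008% of genes differed in mean by more than 1.5 times, so another count of reads per gene is another. Gapdh had a mean of 5609 at 1 h in the authors' deposited table and 696 here. At an adjusted p below 0.1 the authors' deposited table of genes calls 1998 higher and 1203 lower at BDNF 1 h, and 2733 and 2619 at KCl 1 h. For peaks, the median absolute log2 difference from the authors' deposited table was at most 0.005036 with LOESS scaling, at least 0.0383 with TMM and at least 0.0688 with size factors, over 8891 peaks. These peaks were limited to a minimum mean of 100. For them, the fold changes of the authors' deposited table go with LOESS scaling of these counts. That table lists 58724 peaks, while the counts hold 58177, so the sets of peaks differ.

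At 1 h and an adjusted p below 0.01, 5906 genes were called for KCl and 3611 for BDNF. Those are higher than the values quoted from the study above. Of peaks gained at BDNF 1 h, 7.57% were at promoters. That is higher than the value quoted from the study above, which covers changed peaks of both directions. The odds ratios of gained peaks and higher genes at BDNF 1 h were 1.81 at 2 to 20 kb and 1.91 within 2 kb. Those are lower than the values quoted from the study above. The gene lists behind them are unlike. At BDNF 1 h and an adjusted p below 0.1, 3459 genes were called higher and 3087 lower here. The authors' deposited table calls 1998 and 1203. At an adjusted p below 0.01 the ratios here were 2.90 and 1.55, neither called.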
